A study of Homo sapiens with 9 samples. Its data were reported in "CARMAL Is a Long Non-coding RNA Locus That Regulates MFGE8 Expression" (2020).

How the data were processed

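HEK293T cells, a human embryonic kidney line, were transfected with plasmids for 48 h and total RNA was hybridised to 9 Affymetrix Human Gene arrays, 1 array per RNA sample. Every well received 0.35 µg of plasmid for dCas9-VPR, a Cas9 without cutting activity joined to the VP64, p65 and Rta activation domains, and 0.15 µg of a guide plasmid, 0.5 µg in all. The guide plasmid expressed CG4, CG6 or the tracrRNA scaffold without a targeting guide, with 3 arrays in each of these 3 groups. Both guides were directed at the promoter of the long non-coding RNA CARMAL, CG4 at position -334 and CG6 at position -505 from the transcription start. The replicates stand for independent transfections per the study's description.

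The deposited values are log2 expression values per transcript cluster that the authors made with Affymetrix Expression Console, as named in the submitters' processing notes. The version, the summarisation algorithm and the array annotation are not given in the sources used here. The base of the logarithm is not stated either. It was taken as log2 because the values ran from 0.405 to 13.9 and the 9 array medians lay between 4.37 and 4.42, as log2 summaries of such arrays do. The table held 53617 transcript clusters in 9 columns, and all 9 columns were used. No transcript clusters were left out as array controls, so any controls among the 53617 entered the tests and counts. Of these transcript clusters, 16098 carried 1 gene symbol in the platform annotation used here, none carried several and 37519 carried none. The named ones stood for 14884 genes, of which 779 had more than 1 transcript cluster. A gene with several was represented by the one with the highest mean over the 9 arrays. A further point bears on counts: 2115 transcript clusters had the same 9 values as another one.

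No transcript cluster was named for CARMAL or for IL6, so their levels are not analysed here, and the arrays give no check of the activation of the target by name. No genome was used, so the sites of the guides and their possible off-target sites were not analysed here. Gene names and the order of neighbouring genes came from a RefSeq table of the GRCh38.p14 assembly.

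Models were fitted with limma 3.58.1 in R 4.3.3. A linear model with the group as its only term was fitted to all 9 arrays, which share 1 estimate of the spread, followed by empirical Bayes moderation. There were 4 comparisons: CG4 against tracrRNA, CG6 against tracrRNA, CG4 against CG6, and the mean of both guides against tracrRNA. Same-numbered CG6 and tracrRNA arrays deviated together, with correlations of their deviations from the group means of 0.108, 0.124 and 0.138. The correlations ran from -0.065 to 0.054 for CG4 and tracrRNA and from 0.0012 to 0.13 for the guides. However, 8 of 9 arrays correlated best with an array of their own number. The fit to all 9 arrays with the replicate number as a block is therefore given beside the results it changes. The pairing by number comes from the values and the numbers in the labels, which do not say what a number shares. Tests were two-sided, and a transcript cluster was called at a Benjamini-Hochberg adjusted p under 0.05 over all 53617, with no filter on low values. Nominal counts used an unadjusted p under 0.05 and a linear fold over 1.5. The number of arrays limits the precision: the 95% confidence interval of a log2 fold change reached a median of 0.31 to either side for 1 guide against tracrRNA and 0.27 for both guides together.

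Lists of genes for pathways, for markers of other cell types and for the region around the lncRNA were fixed before the data were examined, as were the comparisons, the models and list tests used for them, and most alternatives. Some tests of explanations were chosen later, as stated where they are given. Of 26 lists, 23 had at least 5 named members and were tested with limma's camera at a preset correlation of 0.01 against the 14884 named genes. Camera with an estimated correlation and fry were run beside it.

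Genes were named by a rule fixed in advance. It took MFGE8, HAPLN3, ABHD2, RELA, SBDS and PPIA, and up to 10 named genes per direction and comparison with the largest change among those called. Free places went to genes with an unadjusted p under 0.05, a fold over 1.5, a level above the median of all values and no overlap of the arrays, which are described as not past the threshold. From each list that camera called, up to 4 members past the threshold adjusted over the list alone were named, or the 2 with the smallest p. Small RNA genes were counted and not named. Any gene named outside the rule is said to have been chosen after its values were seen.

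The fit was tested on simulated data with the means and spreads of the real arrays. For CG6 against tracrRNA, changes of 1 and of 2 on the log2 scale were each planted in 100 transcript clusters per draw. These were taken from those with a mean level at or above the median, and arrays were drawn without pairing. In tests over 53617 transcript clusters the fit recovered 71.8% of changes of 1 and 95.8% of changes of 2, and 5.20% of the calls were false. Recovery at lower levels, or with fewer true changes, was not measured. Alternatives were quantile normalization, median centring, a filter on low values, named transcript clusters alone, a fit to the compared groups alone, a prior with trend and robust estimation, array weights, the replicate number as a block, an adjusted p under 0.1, a linear model without moderation and leaving out each array. A fit to the transcript clusters numbered from the first named one on was added after the data had been seen. Figures were drawn with matplotlib 3.10.9.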

Results

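Expression was measured in 9 arrays of HEK293T cells that carried the dCas9-VPR activator with the guide CG4, the guide CG6 or tracrRNA alone, with 3 arrays per group. The array medians lay between 4.37 and 4.42 on the log2 scale, and the correlation between any pair of arrays was at least 0.983. CG4 replicate 1 had the lowest estimated array weight, 0.49, where the other arrays had weights from 0.71 to 1.38.

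The first question was whether activation at the CARMAL promoter altered the genes beside it. MFGE8, which encodes a secreted glycoprotein, had a mean level of 6.94 ± 0.14 with CG4, 6.96 ± 0.0028 with CG6 and 6.94 ± 0.066 with tracrRNA (SD, n = 3). Its log2 fold change was -0.0022 with CG4, with a 95% confidence interval from -0.21 to 0.21, and 0.021 with CG6, with an interval from -0.19 to 0.23. ABHD2, a serine hydrolase gene, had log2 fold changes of 0.058 (interval -0.13 to 0.25) with CG4 and 0.0093 (interval -0.18 to 0.20) with CG6. The deposited values of these genes held exact ties. MFGE8 had 6.96029 in CG6 replicates 1 and 2 and in tracrRNA replicate 3. ABHD2 had 7.1078 in replicates 2 and 3 of both CG6 and tracrRNA. The cause of the ties was not tested, so the small spreads cannot be read as precision of the expression level. HAPLN3, which encodes a hyaluronan and proteoglycan link protein, had a log2 fold change of 0.056 with CG4 and of 0.28 with CG6, where the interval ran from 0.034 to 0.54. HAPLN3 did not pass the threshold with CG6 (limma adjusted p = 1.00, unadjusted p = 0.0305). Of the 20 measured genes in the list of the surrounding region, none was called with either guide, and none passed when adjusted over the list alone. The list as a whole had a camera adjusted p of 0.970 with CG4 and 0.822 with CG6. Without tracrRNA replicate 2 the log2 fold change of HAPLN3 was -0.042 with CG4, 0.19 with CG6 and 0.073 with both guides, against 0.17 with both guides and all arrays. Over both guides together the log2 fold changes were 0.0094 for MFGE8, 0.034 for ABHD2 and 0.17 for HAPLN3, none past the threshold (limma adjusted p = 1.00 for each). RELA, SBDS and PPIA had log2 fold changes between -0.038 and 0.087 with a single guide and of -0.037, 0.033 and 0.022 with both, none past the threshold. Each of MFGE8, HAPLN3, ABHD2, RELA, SBDS and PPIA changed sign in at least 1 comparison when 1 array was left out.

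**Figure D1:**
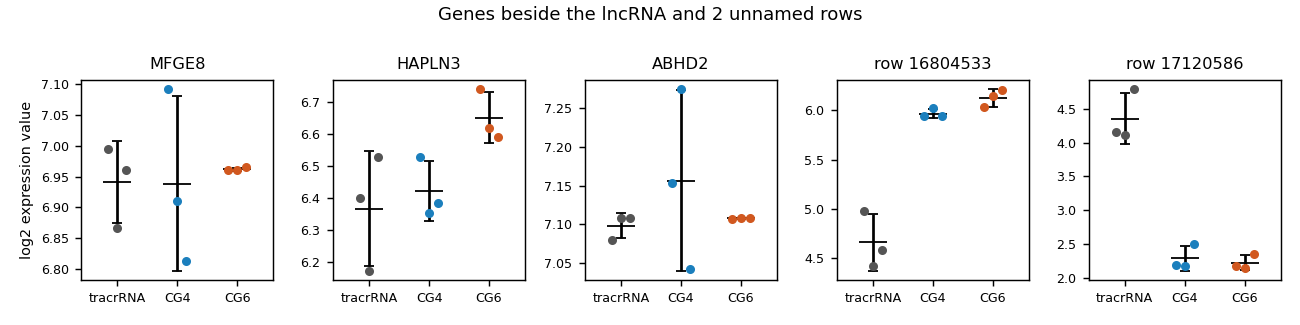
Log2 expression values (vertical axis) of MFGE8, HAPLN3, ABHD2 and 2 transcript clusters without a gene name in the tracrRNA, CG4 and CG6 groups. Each dot is 1 array, the horizontal mark is the group mean and the bar is 1 SD; MFGE8 means lay between 6.94 and 6.96, and row 16804533 had means of 4.66 with tracrRNA, 5.97 with CG4 and 6.13 with CG6.

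CG6 against tracrRNA gave the larger set of changes among the comparisons of a single guide with tracrRNA. GPR20, an orphan G protein-coupled receptor gene, rose 4.09-fold, from 5.96 ± 0.17 to 7.99 ± 0.052 (SD, n = 3; limma adjusted p = 0.00113). LRRC17, BST2 and C10orf105 rose by 1.88, 1.84 and 1.82 on the log2 scale. KLHDC7B rose by 1.76 and FOLR1, which encodes folate receptor alpha, by 1.75. The kinase gene MAP4K1 rose by 1.69, the adhesion receptor gene ADGRG1 by 1.53, the annexin gene ANXA9 by 1.49 and the tetraspanin gene TSPAN14 by 1.24. The limma adjusted p of these 10 genes ranged from 0.00113 to 0.0286. The remaining 5 called genes fall outside the rule for named genes and were chosen after their values were seen. They were HERC5, an ISG15 ligase gene (1.12), the collagen receptor gene DDR1 (1.12), the BBSome gene BBS7 (1.10), the homeobox gene HOXB9 (0.89) and the intermediate filament gene PRPH (0.89). DDR1 had 4 transcript clusters, 2 of them with identical values, and all 4 were called. With the replicate number as a block 9 of these 15 genes were no longer called. The blocked limma adjusted p was 0.0739 for LRRC17, 0.115 for BST2, 0.0923 for C10orf105, 0.0902 for KLHDC7B and TSPAN14, 0.0764 for HERC5, 0.0951 for DDR1, 0.121 for HOXB9 and 0.170 for PRPH.

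In all, limma called 32 of 53617 transcript clusters for CG6 against tracrRNA, 29 higher and 3 lower. Of these, 18 carried the 15 gene names above and 14 carried none. The 29 that rose had a median level of 5.30 with tracrRNA, from 3.14 to 9.45, against a median of 4.40 over all transcript clusters. Signal over background was not analysed, so a level near 4.40 does not show that a gene was expressed without CG6. No named gene was called lower. NRG4, which encodes a ligand of the receptor ERBB4, had a log2 fold change of -1.58 (limma adjusted p = 0.0728), and the pseudogene HERC2P7 had -0.67 (limma adjusted p = 0.646), neither past the threshold. NRG4 passed with a filter on low values and with the replicate block (blocked limma adjusted p = 0.0444). An unadjusted p under 0.05 was found for 2362 transcript clusters, where chance alone gives 2680.85 if the p-values are exact. At the nominal cut-off of fold over 1.5, 518 passed, or 0.966%, 293 higher and 225 lower. The count of 32 fell to 11 without CG4 replicate 3, 8 without CG6 replicate 2, 10 without CG6 replicate 3, and 12, 10 and 9 without tracrRNA replicates 1, 2 and 3. It was 16 with the replicate block, 12 of them among the 32, 10 in a fit to the 2 groups alone and 0 in a linear model without moderation.

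**Figure D2:**
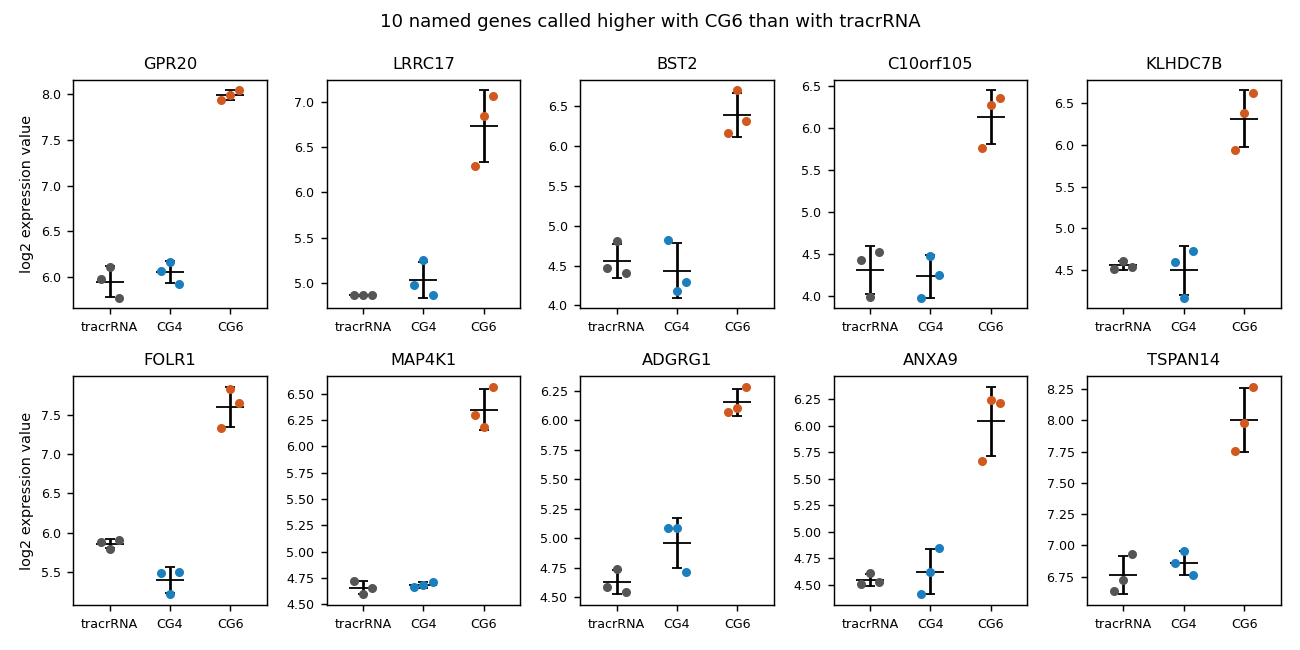
Log2 expression values (vertical axis) of the 10 named genes with the largest rise for CG6 against tracrRNA, by group. Each dot is 1 array, the horizontal mark is the group mean and the bar is 1 SD; for GPR20 the CG6 mean was 7.99, against 6.06 with CG4 and 5.96 with tracrRNA.

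Among the gene lists, camera called 1 of 23 for CG6 against tracrRNA, the immediate early genes, with 16 of 22 measured members above 0 and 6 below. The median log2 fold change of the list was 0.11 (camera adjusted p = 0.0490), and the call was lost with an estimated correlation (adjusted p = 0.954 with an estimated correlation). It was also lost without CG4 replicate 2 (camera adjusted p = 0.0508), without CG6 replicates 1 and 3 (0.232 and 0.105) and without tracrRNA replicates 2 and 3 (0.303 and 0.0698). No member passed when adjusted over the list alone, and the members with the smallest p were EGR3 (0.48) and DUSP1 (0.65). With the replicate block camera called 3 lists: the immediate early genes (adjusted p = 0.00405), hypoxia (0.0269) and the integrated stress response (0.0272), each with an adjusted p of 0.895 with an estimated correlation. The interferon response list had a median of 0.027 over 21 measured members (camera adjusted p = 0.199). Of its members 2 were called over all transcript clusters, BST2 and HERC5, neither of them with the replicate block, and 3 passed when adjusted over the list alone, the third being IRF9 at 0.76 (limma adjusted p over all = 0.437). Among 16 NF-kB and inflammatory genes 1 passed when adjusted over the list alone, IER3, at 0.99 (limma adjusted p over all = 0.114), and the list had a camera adjusted p of 0.855. The 11 transcript clusters of IER3, 4 with distinct values, had log2 fold changes from 0.097 to 1.00, and IER3 passed over all with a filter on low values. IRF9 and IER3 were chosen after their values were seen. Markers of hepatocytes, smooth muscle and endothelium had medians of 0.0024, -0.0024 and 0.023, with no member called.

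For CG4 against tracrRNA no gene passed the threshold. The genes that filled the free places of the rule were ZNF836, a zinc finger gene (0.68, limma adjusted p = 1.00), NRG4 (-1.47, limma adjusted p = 0.763) and FAM238C (-0.68, limma adjusted p = 1.00). Without CG4 replicate 2 the log2 fold change of ZNF836 was 0.38. GPR20 had a log2 fold change of 0.10 with this guide, BST2 -0.12, MAP4K1 0.026 and FOLR1 -0.46. Limma called 0 transcript clusters, with a smallest adjusted p of 0.109, and the linear model without moderation also called 0. An unadjusted p under 0.05 was found for 1836, fewer than the 2680.85 that chance alone gives if the p-values are exact. The count lay below 2680.85 in all 4 comparisons, so the shortfall is not particular to CG4 and does not show a lack of effect. At the nominal cut-off 413 passed, or 0.770%, 190 higher and 223 lower. None of the 23 gene lists was called, the smallest camera adjusted p being 0.0972. Camera called 3 lists without CG4 replicate 3 and 2 with the replicate block. The count of transcript clusters became 1 without CG4 replicate 2, 1 without tracrRNA replicate 1 and 1 with the replicate block.

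The guides were also compared directly, since an effect of the shared target would appear with both. FOLR1 was lower with CG4 than with CG6 by 2.21 on the log2 scale (log2 fold change -2.21, limma adjusted p = 0.00144), and BST2, GPR20 and C10orf105 had log2 fold changes of -1.96, -1.93 and -1.90. KLHDC7B (-1.82), LRRC17 (-1.71), MAP4K1 (-1.67), ANXA9 (-1.42), the ectonucleotidase gene ENPP3 (-1.34) and ADGRG1 (-1.19) were also called. Limma called 35 transcript clusters, all of them higher with CG6, and they included 26 of the 29 that rose for CG6 against tracrRNA. Both comparisons use the same CG6 arrays and the same estimate of the spread, so this overlap is not independent support. No gene was called higher with CG4, where SERF2 (0.61, limma adjusted p = 0.323), HERC2P7 (0.66), GRAPL (0.60) and ZNF836 (0.61) filled the free places without passing the threshold. Without CG4 replicate 2 the value of ZNF836 was 0.32. The other transcript cluster of SERF2 had a log2 fold change of 0.026. Between the guides the log2 fold changes of MFGE8, HAPLN3 and ABHD2 were -0.023, -0.23 and 0.049 and those of RELA, SBDS and PPIA were -0.0023, 0.11 and -0.028, none past the threshold. None of the 23 lists was called, the smallest camera adjusted p being 0.0818 for the interferon response. Camera called 3 lists without CG6 replicate 1 and 1 with the filter on low values. The count of 35 fell to 17, 16 and 9 without CG4 replicates 1, 2 and 3, to 9 and 10 without CG6 replicates 2 and 3, and to 12, 14 and 12 without tracrRNA replicates 1, 2 and 3. It was 16 with the replicate block, 14 of them among the 35, 7 in a fit to these 2 groups alone and 6 without moderation. With the block BST2, C10orf105, KLHDC7B, LRRC17, ANXA9 and ADGRG1 were no longer called, with blocked limma adjusted p from 0.0630 to 0.107.

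Both guides together against tracrRNA left 1 named gene, GPR20, with a log2 fold change of 1.07 (limma adjusted p = 0.0326), which combined 2.03 with CG6 and 0.10 with CG4. NRG4 had a log2 fold change of -1.52 and did not pass the threshold (limma adjusted p = 0.143). It was lower in both guide groups, at 6.56 ± 0.094 with CG4 and 6.45 ± 0.34 with CG6, than with tracrRNA, at 8.03 ± 0.38 (SD, n = 3). The other 2 of the 3 calls had no gene name. Row 16804533 was higher with both guides, by 1.31 with CG4 and 1.47 with CG6, and row 17120586 was lower with both, with log2 fold changes of -2.07 and -2.13. Between the guides these rows had log2 fold changes of -0.16 and 0.065, neither past the threshold. With the replicate block, of the 3 calls for both guides only row 17120586 remained: the blocked limma adjusted p was 0.0950 for GPR20 and 0.196 for row 16804533, which was not called for CG6 either (0.0838). An unadjusted p under 0.05 was found for 1937 transcript clusters. Camera called 2 lists. The immediate early genes had a median of 0.12 with 17 of 22 above 0 (camera adjusted p = 0.0127; adjusted p = 0.996 with an estimated correlation), where DUSP2 (0.23) and FOS (0.23) had the smallest p, and FOS had 0.10 without tracrRNA replicate 2. The hypoxia list had a median of 0.082 with 14 of 15 above 0 (camera adjusted p = 0.0434; adjusted p = 0.996 with an estimated correlation), where VEGFA (0.15) and ANGPTL4 (0.095, or 0.061 without tracrRNA replicate 1) had the smallest p, and no member of either list passed when adjusted over the list alone. The immediate early call was lost without CG4 replicate 1 (camera adjusted p = 0.162), CG6 replicate 1 (0.0829) and tracrRNA replicate 2 (0.2995). The hypoxia call was lost without CG4 replicates 1 and 2 (camera adjusted p = 0.396 and 0.0513), CG6 replicate 1 (0.310) and tracrRNA replicates 2 and 3 (0.2995 and 0.699), and with a filter on low values (0.0525). The count of 3 fell to 0 without any one of the CG4 or CG6 arrays and without tracrRNA replicate 2, to 1 without tracrRNA replicates 1 and 3, and to 0 without moderation.

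**Figure D3:**
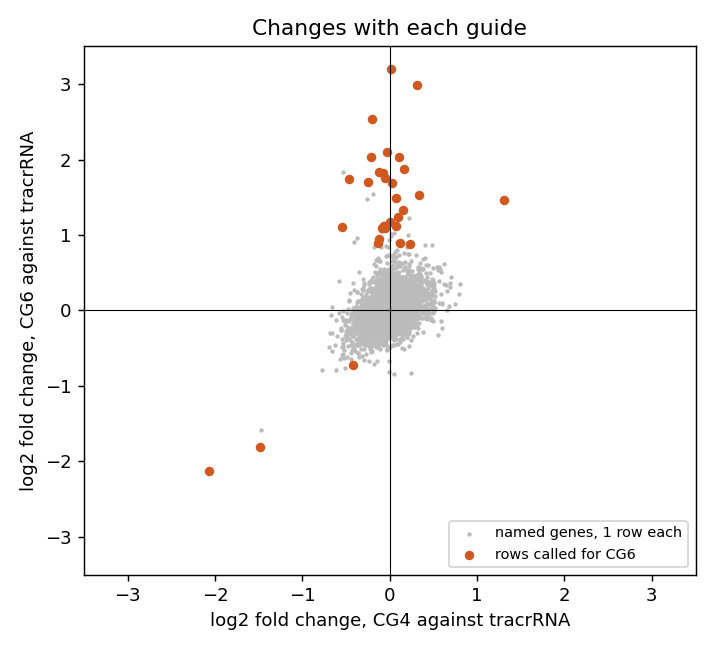
Log2 fold change with CG6 (vertical axis) against log2 fold change with CG4 (horizontal axis), both against tracrRNA. Grey points are 14884 named genes and orange points are the 32 transcript clusters called for CG6; 27 of the 29 that rose with CG6 lay within 0.5 of tracrRNA with CG4.

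Over all transcript clusters the log2 fold changes of the guides correlated at r = 0.442, where transcript clusters are not independent replicates. Unchanged groups simulated with 3 shared control arrays, from the means and spreads of the real data, gave a mean r of 0.501, from 0.482 to 0.522 in 100 draws. The observed covariance was 0.0179 and the simulated one 0.0221, a difference of -0.0042. The simulation drew arrays and transcript clusters independently, without the pairing of CG6 and tracrRNA arrays, which lowers the covariance, so the sign of this difference cannot be read. At the nominal cut-off, 31 transcript clusters were higher with both guides, against 57.5 in the simulation and 1.04 for independent lists, and 46 were lower with both, against 57.2 and 0.936. With 3 tracrRNA arrays the controls were not split. The overlap did not exceed what sharing them gave in the simulation, from 42 to 75 higher and from 38 to 73 lower. The count of 31 higher even lay below its simulated range. Because the simulation left out the pairing, its range may overstate what the shared controls give. The overlap thus does not decide whether there was a shared response beyond them.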

Values the study reported

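The study reported that an earlier VP160-based activation raised CARMAL about 4 times without a change in HAPLN3 or MFGE8. For the experiments used here, with the more potent VPR activator and distinct guides, it reported the same outcome for local genes. Its abstract states that modest CARMAL increases, of up to 4 times, with distinct guides gave no consistent effects across the transcriptome. The study put the abundance of CARMAL in HEK293T at about 50 copies per cell. In its separate arrays of cells with a CARMAL deletion, 1.6% of transcripts passed a linear fold above 1.5 with p below 0.05, 433 of them higher and 366 lower. In those deletion arrays MFGE8 changed 1.34-fold (p = 0.02), ABHD2 changed -1.67-fold (p = 0.003) and HAPLN3 changed 1.12-fold (p = 0.29).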

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

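The tests of the amount of activator and of the shared tracrRNA arrays were chosen after the result was seen.

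The guides target the same promoter, and a direct test of CG4 against CG6 found that their effects differed for 35 transcript clusters, all higher with CG6. With the replicate number as a block 16 were called, 14 of them among these 35. Of 11 called gene results followed under the block, 7 were no longer called: BST2, C10orf105, KLHDC7B, LRRC17, ANXA9, ADGRG1 and HERC5. In this comparison the log2 fold change was -2.21 for FOLR1, -1.96 for BST2, -1.93 for GPR20, -1.90 for C10orf105, -1.82 for KLHDC7B, -1.71 for LRRC17, -1.67 for MAP4K1, -1.42 for ANXA9, -1.34 for ENPP3 and -1.19 for ADGRG1. A further 6 genes fall outside the rule for named genes here and were chosen after their values were seen: DDR1 (-1.19), BBS7 (-1.18), TSPAN14 (-1.14), HERC5 (-1.05), LRRC3 (-0.94) and TBX4 (-0.60). The 10 splits of the 6 CG4 and CG6 arrays are too few for a share under 0.05. The real split gave 35 calls, 1 of 10 splits, the real one included, gave as many and the highest of the others was 1.

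For CG6 against tracrRNA 29 transcript clusters rose. A general interferon response was proposed because BST2 and HERC5 rose. A rise of the list as a whole is argued against by the median log2 fold change of 0.027 over all 21 measured members (SD 0.50). Of these, 13 were above 0. Without the 2 called members the median was 0.016 (SD 0.23). Members above 0.5 numbered 3: BST2 (1.84), HERC5 (1.12) and IRF9 (0.76). Fry's test for change in either direction gave this list the smallest p of the lists tested with CG6. Induction of part of the list thus stays open. More activator in the CG6 arrays cannot be told apart from an effect of the guide. Row 16804533, higher with both guides, differed between CG6 and CG4 by 0.16 (95% confidence interval -0.15 to 0.48). This interval reaches past the limit of 0.165 set from the smallest such difference among the other risers, 0.66. The row was picked from these data and may lie in the region of the targeted promoter. It is thus no direct measure of activator and cannot decide the question. RELA, whose single named transcript cluster could read the p65 part of the activator, had a CG6 minus CG4 difference of 0.0023. Binding of CG6 at other sites in the genome is 1 possible biological explanation, and it was not tested because no genome was used. The paper attributes an IL6 response in its earlier work on this lncRNA to an off-target effect of CRISPRa. IL6 had no named transcript cluster here. Activation of the target by each guide was not measured by name, so other explanations stay open.

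Row 17120586, row 16804533 and NRG4 had log2 fold changes of the same sign with CG4 and CG6, and for both guides together the first 2 were called and NRG4 was not. The shared tracrRNA arrays as a group stay open: the covariance of the guides' log2 fold changes was 0.0179, against 0.0209 to 0.0232 in simulated unchanged groups. The simulation drew arrays and transcript clusters independently and so left out the pairing of CG6 and tracrRNA arrays, which lowers this covariance, so its range does not decide the question, and the controls were too few to split. An effect of the common target of the guides also stays open and was not tested.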

How the results depend on the processing

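The setting that keeps the transcript clusters numbered from the first named one on was chosen after the data had been seen, and it gave 0, 44, 39 and 4 calls for CG4 against tracrRNA, CG6 against tracrRNA, CG4 against CG6 and both guides, against 0, 32, 35 and 3 with all. Of 82 gene results, 31 were past the threshold, and none of their 525 alternative values changed sign; the ratio to the value reported ran from 0.892 to 1.13, and 279 of the 525 stayed past the threshold. Of 865 alternative values of the other gene results, 6 passed it: IER3 for CG6 and between the guides and NRG4 for CG6 with the low-value filter, NRG4 for CG6 and row 17120586 for CG4 with the replicate block, and row 16804533 for CG4 without tracrRNA replicate 1. Another 35 changed sign, with reported sizes of at most 0.065. With quantile normalization ABHD2 became -0.0045 for CG6, with median centring MFGE8 became 0.0044 for CG4 and with array weights -0.0024 for both guides; the cause was not tested. With the low-value filter, which tests fewer transcript clusters, calls were 49 for CG6 and 6 for both guides, nominal counts 113 for CG4 and 213 for CG6, the correlation of the guides 0.374, and lists called 2 for CG6, 1 between the guides and 1 for both guides. With named transcript clusters alone, again fewer, nominal counts were 20 and 109 and the correlation 0.372. A fit to the compared groups alone, with fewer arrays, called 10 for CG6 and 7 between the guides. Array weights gave 5 calls for both guides; the cause was not tested. An adjusted p under 0.1 gave 50 for CG6 and 6 for both guides by its looser threshold. Without moderation, where each spread rests on its own 9 values, calls were 0 for CG6, 6 between the guides and 0 for both guides, and nominal counts 232 and 339. With an estimated correlation 0 lists were called for CG6 and 0 for both guides. Fry's test for change in a shared direction also called 0 and 0, and camera on ranks called 2 for CG6. The cause was not tested. Outside CG6 against tracrRNA it is unclear whether the replicate numbers pair the arrays. Deviations of same-numbered arrays correlated from -0.065 to 0.054 for CG4 and tracrRNA and from 0.0012 to 0.13 for the guides. However, 8 of 9 arrays correlated best with an array of their own number. The replicate block gave 1 call for CG4, 16 for CG6, of which 12 were among the 32, and 16 between the guides, of which 14 were among the 35, with 2 lists for CG4 and 3 for CG6; the cause was not tested. For CG6 it ended the calls of 9 named genes and row 16804533 and added NRG4, between the guides it ended 7 of 11 called gene results, with adjusted p from 0.0630 to 0.107, and for both guides those of GPR20 (0.0950) and row 16804533 (0.196). It changed no other call among these gene results except that of row 17120586 for CG4. Leaving out 1 array leaves 2 in its group, and the cause beyond the fewer samples was not tested. Calls then ranged from 0 to 1 for CG4, 8 to 34 for CG6, 9 to 36 between the guides and 0 to 1 for both guides, nominal counts from 404 to 640 for CG4 and 518 to 841 for CG6, the correlation from 0.359 without CG4 replicate 1 to 0.580 without tracrRNA replicate 3, and lists called from 0 to 3 for CG4, 0 to 3 for CG6, 0 to 3 between the guides and 0 to 3 for both guides. For CG4 the log2 fold changes ranged from -0.10 to 0.038 for RELA, -0.00099 to 0.116 for ABHD2, -0.042 to 0.14 for HAPLN3, -0.079 to 0.060 for MFGE8, -0.038 to 0.057 for PPIA, 0.015 to 0.19 for SBDS and 0.38 to 0.84 for ZNF836. For CG6 they ranged from -0.10 to 0.040 for RELA, -0.00025 to 0.014 for ABHD2, -0.016 to 0.048 for MFGE8, -0.018 to 0.12 for PPIA, -0.084 to 0.036 for SBDS and 0.19 to 0.37 for HAPLN3. Between the guides they ranged from -0.065 to 0.059 for RELA, -0.010 to 0.11 for ABHD2, -0.0998 to 0.039 for MFGE8, -0.11 to 0.027 for PPIA, 0.035 to 0.21 for SBDS, 0.32 to 0.78 for ZNF836 and -0.040 to 0.13 for row 17120586. For both guides they ranged from -0.10 to 0.039 for RELA, -0.029 to 0.041 for MFGE8, -0.024 to 0.071 for PPIA, -0.030 to 0.089 for SBDS, 0.0041 to 0.062 for ABHD2, 0.073 to 0.25 for HAPLN3, 0.10 to 0.32 for FOS and 0.061 to 0.14 for ANGPTL4. Signal over background was not analysed here.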

Other observations

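Beyond the lists described above, the 19 measured genes of the integrated stress response had a median log2 fold change of 0.074 with CG6, 14 higher and 5 lower. Genes of nuclear-encoded oxidative phosphorylation had a median of 0.032 over 13 measured members and ribosomal protein genes 0.017 over 46. Histone-modifying enzymes had 27 of 55 members above 0, where KDM6B, an H3K27 demethylase gene, had 0.42, and enzymes of branched-chain amino acid degradation had a median of -0.031 over 20. No member of these lists was called over all transcript clusters, and none of the lists passed camera, although the integrated stress response passed with the replicate block (adjusted p = 0.0272; 0.895 with an estimated correlation). KDM6B was chosen after its value was seen.

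Chance was examined by splitting the arrays in other ways. For CG4 against tracrRNA the real split gave 0 calls, so 10 of 10 splits give as many by construction (the highest of the others was 0) and the splits say nothing about chance. For CG6 against tracrRNA the real split gave 32, 1 of 10 splits, the real one included, gave as many and the highest of the others was 1. Where CG6 and tracrRNA arrays of the same number are taken as pairs, the real split parts 3 pairs, the 3 other splits that also part 3 gave at most 0 calls and the 6 that part only 1 gave at most 1. The 10 splits are too few for a share under 0.05. For both guides together, 2 of 100 drawn splits, the real one included, gave at least the real 3 calls. This share does not decide on chance, because the CG6 arrays differ from the rest at the transcript clusters called for CG6 and the arrays are thus not exchangeable. The calls were not firm either: without any one of the CG4 or CG6 arrays, or without moderation, there were 0, and with the replicate block GPR20 and row 16804533 were not called. The drawn splits also leave out the pairing of CG6 and tracrRNA arrays. The highest of the others gave 48 and put the 3 CG6 arrays in the place of tracrRNA. It sets the CG6 arrays against the other 6, so it restates the calls for CG6 given above and adds no separate evidence.

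A hypothesis was that activation with CG6 spread to the nearest named genes. The 30 neighbours of the 15 called genes had a median log2 fold change of 0.027 (bootstrap 95% interval -0.033 to 0.063), with 18 above 0, at the 83.4th percentile of 10000 random sets. The 95th percentile of these sets was 0.044, inside the interval, so the test leaves spread open. The highest neighbour was IER3, beside DDR1, at 0.99, and the lowest was MROH5 at -0.28; these were chosen after their values were seen.

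Row 16804533 has no gene name. Of 16096 named transcript clusters, 95.1% lay within 1 Mb of a named one next to them by number and on the chromosome of both. By its number the row falls between ACAN and ABHD2, so it may lie in the region of the targeted promoter. The row's gene is not assigned here, and the order of numbers does not show which transcript the row measures.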
